A study of Drosophila melanogaster with 6 samples.

How the data were processed

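The series holds 6 eCLIP libraries from Drosophila ovarian somatic sheath (OSS) cells, a cultured line of the somatic cells that surround the germline. eCLIP sequences the RNA that copurifies with a protein. Here the protein was Asterix (Gtsf1), carrying a C-terminal tag that includes FLAG and driven by its own promoter. Per the labels' protocols, cells were irradiated with UV light or left untreated, lysates were treated with RNase I, and RNA was recovered with anti-FLAG beads (IP) or taken from the lysate before the beads (input). The groups were crosslinked IP (2 libraries), crosslinked input (2), non-crosslinked IP (1) and non-crosslinked input (1).

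The authors deposited 1 file per library with an estimated count and an RPM value per annotated feature. The estimated counts are fractional, and they sum to a whole number in each library, so reads matching several annotations appear to have been shared between them. The RPM values the authors deposited equal the estimated count scaled to the library total, with rRNA and unannotated reads in the total. The aligner, genome build, annotation release and any removal of PCR duplicates are not stated in the labels' protocols or in the files, which have no header. For that reason no coordinates are given, and features are named as the files name them. Features without reads in a library are not listed in its file and were set to 0. A further table that the authors deposited gives a ratio per feature for the 6 libraries together, and its formula is not stated.

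Estimated counts were rounded to whole numbers before the count test. The plan made before the data were examined foresaw either whole counts or normalized values only. The edgeR quasi-likelihood test was used because estimated counts were given. The row of unannotated reads names no feature and was left out of library sizes and tests. It held 1.98% and 2.22% of reads in crosslinked input, 5.54% and 5.99% in crosslinked IP, 4.07% in non-crosslinked input and 12.9% in non-crosslinked IP. Features with a mean of at least 10 counts over the 4 crosslinked libraries were tested, which left 17781. Analyses used R 4.3.3, edgeR 4.0.16 with TMM scaling, limma 3.58.1 and DESeq2 1.42.0. Figures were drawn with matplotlib 3.10.9. The p-values were adjusted by the Benjamini-Hochberg method over all tested features, with a threshold of 0.05. Standard errors were taken from the fitted log2 ratio and its F statistic. RNA classes with at least 5 tested features were tested with camera at a preset inter-gene correlation of 0.01. The test was checked on simulated counts for the 17781 features, of which 200 were changed 4-fold. It recovered 88.0% of the changed features, with 10 false calls. In a simulated class test with camera, a shifted set of 50 features was called higher and an unshifted set was not called. The simulated features were drawn independently, so this check does not cover classes whose members share reads.

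Comparisons with the non-crosslinked libraries used log2 CPM with a prior count of 2 over the same 17781 features, and have no test because each non-crosslinked group has 1 library. Many features are isoform segments or repeat copies that share reads, so they are not independent. Counts were therefore also summed per gene, transposon consensus or tRNA anticodon, which gave 8596 tested items. Summing was chosen after the data were seen, as were limma on log2(RPM + 1), the fits without scaling beyond library size, the use of DESeq2 size factors for class medians, the inclusion of unannotated reads in the total, and the shares without tRNA-Asp-GTC or without Gypsy1 and Copia. Classes keep the names of the files in the text where they are abbreviated: TE_LTR, TE_DNA, TE_Satellite and TE_Other are transposable element groups.

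Single features were named by a rule set before the data were examined: the 5 largest increases and 5 largest decreases past the threshold that moved the same way in all 4 IP and input pairs, the 5 tRNA features of highest mean over the 6 libraries, and a fixed list of arx, piwi, tj, flam, the transposons gypsy, mdg1, blood, DM297 and DM412, 7SL and 7SK. RPM values in the results are scaled to annotated reads only. Values of the fixed list are from the summed items. Other items that are named were chosen after their values were seen. A value of 3 counts was taken as the floor, and where all libraries of 1 group lie at or under it the fold is given as a lower bound. Confidence intervals of shares are 95% Wilson intervals. Intervals and floors cover counting error only, since reads may include PCR copies.

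Total reads ranged from 2619716 in the non-crosslinked IP to 15992638 in crosslinked input replicate 1. Replicates were compared by a chi-square test of their counts. The statistic per degree of freedom was 5.12 between the crosslinked inputs and 4.65 between the crosslinked IPs, so the counts differed by more than the sampling of reads. PCR copies and reads shared between features would also raise this statistic, so it does not show that the libraries are independent samples. They were taken as replicates because the labels list them as separate. Alternatives covered the test, the replicate block, the scaling, the count filter, the prior count, the total used for shares, and leaving out each crosslinked library.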

Results

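Asterix is a protein of the piRNA pathway, and the eCLIP design addresses which RNAs it contacts in OSS cells. Crosslinked IP was set against crosslinked input, and the non-crosslinked pair served as background. Total reads were 15992638 and 11464862 in the crosslinked inputs and 9948299 and 8259354 in the crosslinked IPs. The non-crosslinked input had 4194751 reads and the non-crosslinked IP 2619716. A count of 3, taken as the floor, corresponded to 0.191 to 1.31 RPM of annotated reads. There were no replicates without crosslinking.

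The first comparison was between crosslinked IP and crosslinked input, feature by feature. Of 17781 features, 3944 were higher and 3499 lower in the IP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All of these calls moved the same way in each of the 4 IP and input pairs. Chance gives such a separation for 33.3% of unselected features. The calls were selected by a test that favours it, so it is not an independent check. DESeq2 gave an adjusted p for 16057 of the 17781 features, which included 7209 of the 7443 called, and had 2291 higher and 1299 lower. After summing per gene, consensus or anticodon, 1799 of 8596 items were higher and 1646 lower.

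The second comparison concerned the share of annotated reads in each RNA class. With 2 libraries against 2, an exact permutation test cannot go below p = 0.333, so only the spread between replicates is given. tRNA made up 0.308% ± 0.028 (SD, n = 2) of annotated reads in crosslinked input and 1.12% ± 0.028 (SD, n = 2) in crosslinked IP. The IP share was 3.64 times the input share and was higher in all 4 pairs. It was 5.68 without tRNA-Asp-GTC, which was chosen after its values were seen, and 3.05 with rRNA left out of the total. Mitochondrial tRNA rose from 0.0636% ± 0.0044 to 0.135% ± 0.018 (SD, n = 2 each), and snRNA from 1.29% ± 0.12 to 3.48% ± 0.34 (SD, n = 2 each). mRNA introns rose from 3.31% ± 0.043 to 4.83% ± 0.46 (SD, n = 2 each), and mRNA exons fell from 5.708% ± 0.00077 to 4.94% ± 0.051 (SD, n = 2 each). snoRNA was lower in the IP in every pair, at 7.68% ± 1.1 in input and 5.77% ± 0.82 in IP (SD, n = 2 each). piRNA clusters rose from 0.276% ± 0.0065 to 1.90% ± 0.095 (SD, n = 2 each), and without the single cluster piRNAdb-15, chosen after its values were seen, from 0.232% ± 0.0063 to 0.448% ± 0.019.

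rRNA was the bulk of each library, at 78.6% ± 1.3 of annotated reads in crosslinked input and 74.6% ± 1.9 in crosslinked IP (SD, n = 2 each). Within it, 5S rRNA took 3.80% ± 0.25 of annotated reads in crosslinked input and 22.8% ± 2.7 in crosslinked IP (SD, n = 2 each), and it was chosen after its values were seen. LTR transposons as a class did not rise in share, at 2.04% ± 0.022 in input and 1.93% ± 0.089 in IP (SD, n = 2 each). This total was dominated by Copia and Gypsy1, which were chosen after their values were seen. Without these, LTR transposons rose from 0.239% ± 0.0014 to 0.85% ± 0.066 (SD, n = 2 each).

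**Figure D1:**
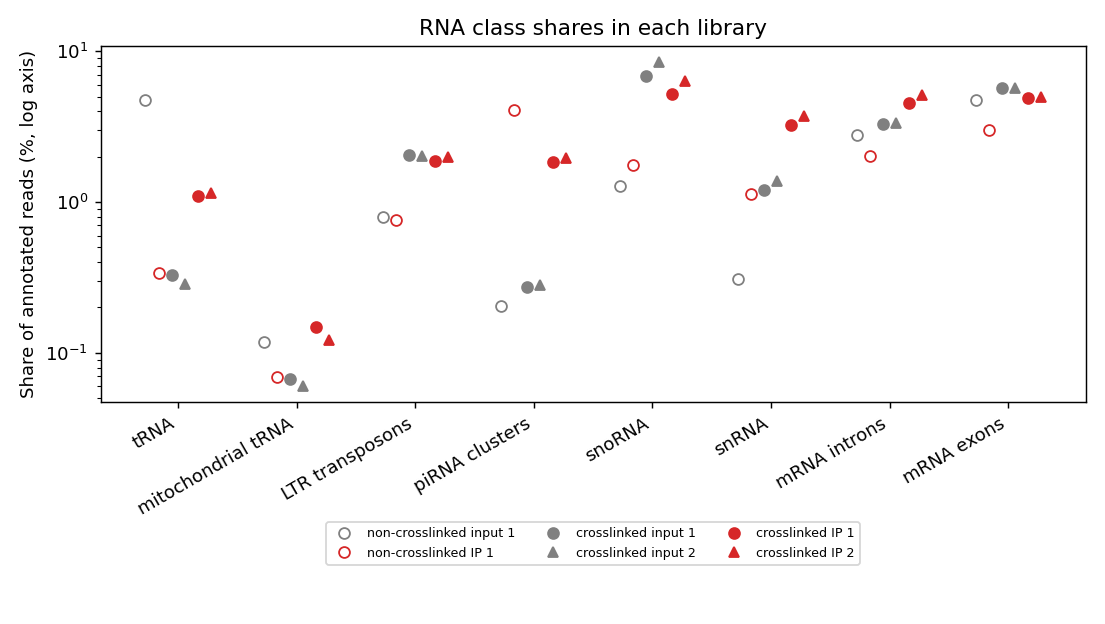
Share of annotated reads (percent, log axis) of 8 RNA classes in each of the 6 libraries. Each point is a library, filled for crosslinked and open for non-crosslinked, grey for input and red for IP. tRNA in the crosslinked IPs lies above the crosslinked inputs, while the non-crosslinked input holds 4.75%.

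Medians over features described the direction of each class, and camera tested it in the same fit. The tRNA median log2 ratio was 2.48 over 254 features, of which 248 were called higher and 2 lower (camera adjusted p = 6.48e-99). Among 806 LTR transposon copies the median was 2.31, with 541 higher and 106 lower (camera adjusted p = 7.98e-35). That median was unchanged, at 2.31, with the 120 copies that had a group at the floor set to their bound. The LTR median depended on the unit and on the count minimum. It was 0.86 over 69 consensus sequences, of which 43 were higher and 8 lower, and 0.27 with a count minimum of 100. Introns had a median of 0.63 with 1885 of 3823 features higher and 78 lower, and exons a median of -0.38 with 669 of 11174 higher and 3036 lower. Mitochondrial tRNA had a median of 2.21, with 19 of 21 features higher and 1 lower. Among summed items mitochondrial tRNA-Val-TAC, chosen after its values were seen, was lower, at -0.73 ± 0.17 (SE; edgeR adjusted p = 0.00226). It had 311 ± 12 RPM in crosslinked input (SD, n = 2), where the whole class held 0.0636% of annotated reads. snoRNA moved both ways, with 77 of 233 features higher and 85 lower, and was not called as a class (camera adjusted p = 0.137), although it was called lower with a count minimum of 100 (camera adjusted p = 0.0127) and over summed items (camera adjusted p = 0.0355). rRNA features had a median of 2.58, and 96 of the 131 were 5S copies. Over the 8 summed rRNA items the median was 0.38, with 4 higher and 3 lower. The class was then not called (camera adjusted p = 0.116). TE_DNA copies had a median of -2.81, or -2.54 with the 34 copies at the floor set to their bound. Of the 86 copies 49 were FB4 copies, and the median was 0.31 over the 18 summed TE_DNA items and 0.33 without a filter. Over 22 classes camera called 11 higher and 3 lower. Under fry 9 were called higher and 2 lower, tRNA, LTR transposons, introns and exons among them. With an estimated correlation no class was called, and 3 classes had an unadjusted p under 0.05.

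Copies of tRNA genes share reads, and summed per anticodon 44 of 45 were higher. The largest increase was tRNA-Phe-GAA, with a log2 ratio of 5.37 ± 0.19 (SE; edgeR adjusted p = 8.80e-12). The exception was tRNA-Gln-CTG, at -1.16 ± 0.38 (SE; edgeR adjusted p = 0.0226), whose libraries did not separate in all 4 pairs. It had 5069.5 reads in crosslinked input replicate 1 and 864 in replicate 2. These gave 200 ± 174 RPM, against 91.7 ± 5.9 in crosslinked IP (SD, n = 2 each), so the decrease rests on input replicate 1. Both anticodons were chosen after their values were seen. The 5 tRNA features of highest mean over the 6 libraries were copies of tRNA-Asp-GTC with nearly identical counts, so their split between copies is uncertain. The first of these, tRNA-Asp-GTC-1-10, had 127 ± 4.5 RPM in crosslinked input and 201 ± 14 in crosslinked IP (SD, n = 2 each). It had 3121 in the non-crosslinked input and 78.6 in the non-crosslinked IP. Its log2 ratio was 0.66 ± 0.14 (SE; edgeR adjusted p = 0.00479).

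**Figure D2:**
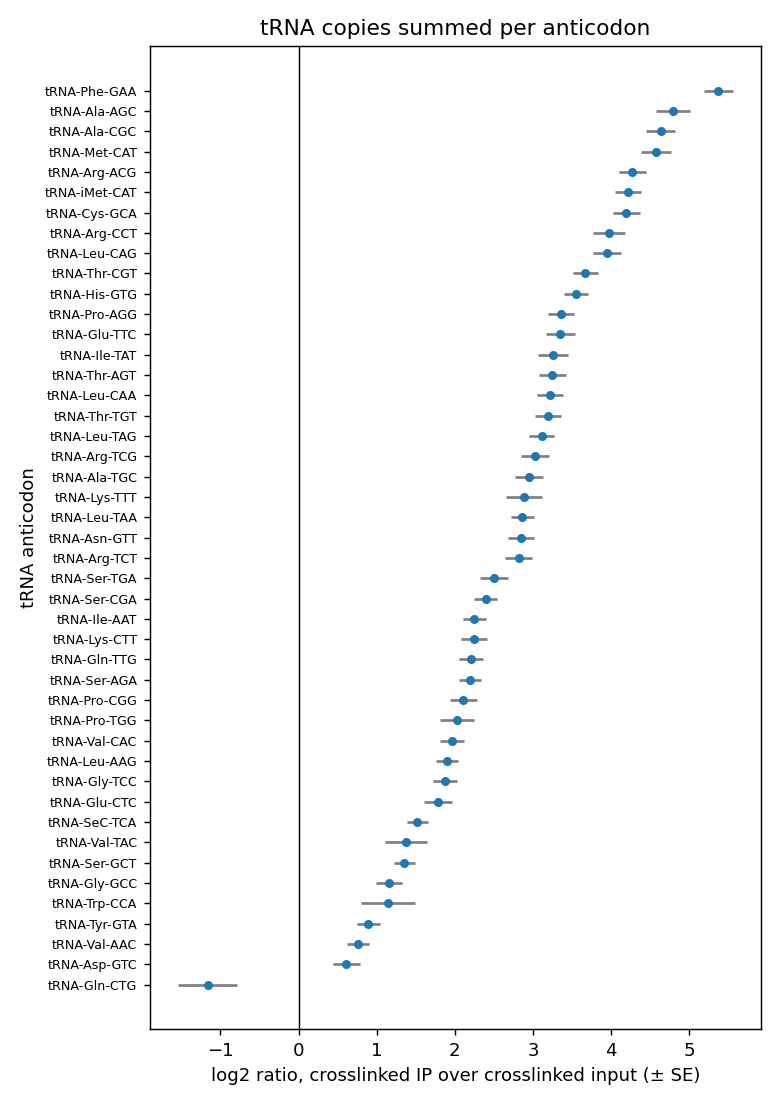
Log2 ratio of crosslinked IP over crosslinked input for 45 tRNA anticodons, with copies summed. Points are fitted values, bars are standard errors, and the vertical line marks no change. 44 anticodons were called higher and tRNA-Gln-CTG lies below 0, which rests on crosslinked input replicate 1.

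Among the genes and transposons fixed in advance, the tagged gene arx had 3 and 5 exonic reads in crosslinked input and 9 and 4 in crosslinked IP. It was below the count minimum, so a difference was not detectable at this depth. Of the other 11 listed items, with 7SL listed as a pair of near-identical copies, 10 passed the threshold adjusted over the list alone and 10 over all items tested. piwi exons fell from 99.9 ± 17 to 67.2 ± 1.9 RPM (SD, n = 2 each), a log2 ratio of -0.62 ± 0.16 (SE; edgeR adjusted p = 0.0055). tj exons had a log2 ratio of -0.54 ± 0.15 (SE; edgeR adjusted p = 0.00847). The flam transcript rose from 553 ± 31 to 3288 ± 207 RPM (SD, n = 2 each), a log2 ratio of 2.53 ± 0.19 (SE; edgeR adjusted p = 1.58e-08). Without crosslinking flam also rose, from 403 RPM in input to 1424 in IP, and piwi exons fell further, from 424 to 52.8. For piwi exons the inputs differed, at 424 RPM without crosslinking against 99.9 with it, while the IPs were at 52.8 and 67.2. The log2 ratios of the LTR transposons were 3.24 for gypsy, 3.98 for mdg1, 2.62 for blood, 3.34 for DM297 and 4.53 for DM412, with standard errors of 0.18 to 0.20 as fitted and the largest edgeR adjusted p at 8.33e-09, for blood. DM412 rose from 7.97 ± 0.59 to 190.01 ± 16 RPM (SD, n = 2 each). These transposons rose without crosslinking too, from 148 RPM in the non-crosslinked input to 780 in the non-crosslinked IP for gypsy, 10.7 to 95.2 for mdg1, 71.1 to 371 for blood, 46.7 to 161 for DM297 and 16.8 to 104 for DM412. 7SL had a log2 ratio of 0.54 ± 0.16 (SE; edgeR adjusted p = 0.0149). It moved the other way without crosslinking, from 1032 RPM in the non-crosslinked input to 540 in the non-crosslinked IP. 7SK did not pass the threshold, at 0.18 ± 0.18 (SE; edgeR adjusted p = 0.467).

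The 5 largest increases were features whose crosslinked inputs had no reads, so the folds are lower bounds. An intron of the lncRNA CR44190 had 62 and 43 reads in the crosslinked IPs and was at least 26.4-fold higher. An intron of borr, listed for a pair of isoforms with identical values, was at least 25.5-fold higher. An intron of eys was at least 17.4-fold higher, and its non-crosslinked IP value of 12.2 RPM exceeded its crosslinked IP mean of 4.002. An exon of CG15221 was at least 16.9-fold higher. The 5 largest decreases were at or under the floor in the crosslinked IPs. An exon of CG11149 was at least 12.7-fold lower, a Helitron copy of DNAREP1_DM at least 12.7-fold lower, and 3 near-identical FB4_DM copies at least 10.9-fold, 10.7-fold and 8.15-fold lower. These bounds depended on crosslinked input replicate 2. Without it they were 5.85-fold for CG11149, 8.05-fold for DNAREP1_DM, and 6.82-fold, 5.98-fold and 5.83-fold for the FB4_DM copies.

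The non-crosslinked pair gave the background of the pull-down. tRNA was 4.75% of annotated reads in the non-crosslinked input (95% Wilson interval 4.73% to 4.78%) and 0.337% in the non-crosslinked IP (0.329% to 0.344%). The direction was thus opposite to that with crosslinking. The tRNA median log2 ratio over features was -0.94 without crosslinking, and the crosslinked less the non-crosslinked ratio had a median of 3.99, with 99.6% of the 254 features above 0. LTR transposon copies had a median of 1.61 without crosslinking, and the difference was 0.41, with 67.5% of copies above 0. For introns these values were -0.40 and 1.09, for exons -0.32 and -0.07, for snRNA 1.84 and -1.08, and for snoRNA 1.10 and -1.29. Over all 17781 features the difference had a median of 0.26. The ratios with and without crosslinking, which share no library, had a Pearson r of 0.412 and a Spearman rho of 0.327 across features, which are not independent replicates.

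**Figure D3:**
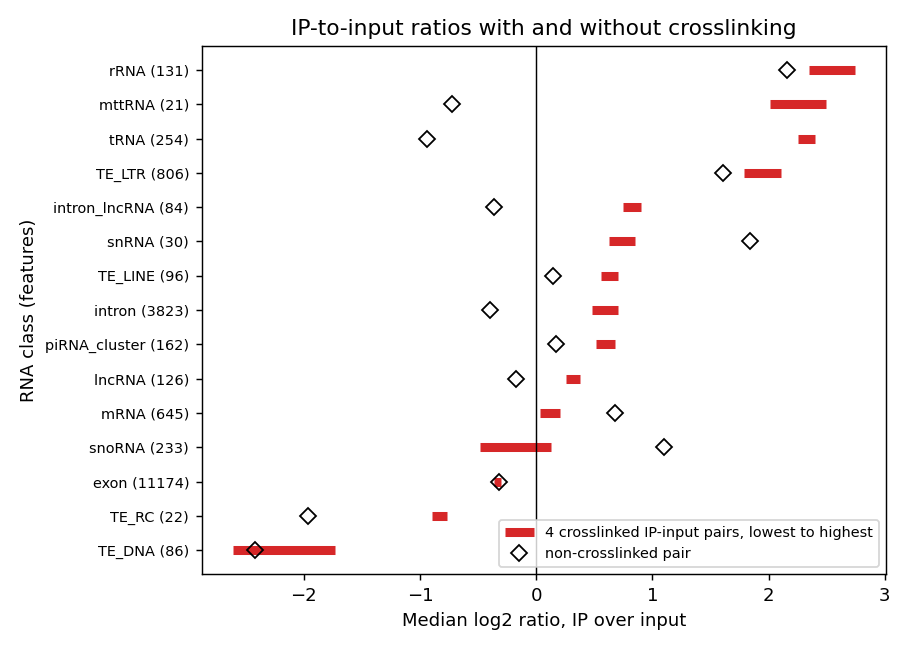
Median log2 ratio of IP over input for RNA classes with at least 20 tested features. Red bars span the 4 crosslinked IP and input pairs and open diamonds mark the single non-crosslinked pair. tRNA and mitochondrial tRNA lie above 0 with crosslinking and below 0 without, while TE_LTR lies above 0 in both.

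The crosslinked IP was also set against the non-crosslinked IP directly. The tRNA share was 3.33 times that of the non-crosslinked IP, and the median log2 ratio over tRNA features was 1.00. Other classes rose between the IPs as well. The share ratio was 3.27 for snoRNA and 3.09 for snRNA, and the medians were 0.92 for snoRNA, 0.88 for snRNA and 1.65 for rRNA. The LTR median was 0.55, the intron median 0.89 and the median over all features 0.33. These values have no replicate check on the non-crosslinked side. They also leave out the inputs, which differed between the classes. The share in the non-crosslinked input was 0.167 times the mean of the crosslinked inputs for snoRNA, 0.238 times for snRNA and 15.5 times for tRNA.

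The authors' deposited table was compared with ratios computed from the per-library files. Across 39940 features the log2 ratio of summed IP to summed input RPM had a Pearson r of 0.901 and a Spearman rho of 0.903 with the log2 of the authors' value. For the 10614 features with no read in the non-crosslinked IP, the value in the authors' deposited table equalled 1.28 times the ratio of crosslinked IP replicate 1 to crosslinked input replicate 1. Crosslinked replicate 2 therefore did not enter those values. The class medians in the authors' deposited table were 6.33 for tRNA, 5.68 for mitochondrial tRNA, 3.56 for LTR copies, 2.06 for introns and 0.99 for exons.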

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

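The tests of explanations in this part were chosen after the results were seen, except that on mitochondrial tRNA. In 7 of the 22 classes tested, all 4 crosslinked IP and input pairs moved one way and the non-crosslinked pair the other way. The difference itself was not tested, because the non-crosslinked groups have 1 library each. The median log2 ratio of the non-crosslinked pair was -0.94 for tRNA, -0.73 for mitochondrial tRNA, -0.40 for introns, -0.37 for introns of lncRNA, -0.18 for lncRNA and -2.45 for TE_Satellite, where the crosslinked pairs were above 0. It was 0.0680 for TE_Other, where the crosslinked pairs were below 0. TE_Satellite had 6 tested features and TE_Other 8. The count of 7 depends on where 0 is set. Over all features the median of the non-crosslinked pair was -0.26, so lncRNA lay above it. When centred on the median, that pair gave -0.11 for introns, -0.61 for tRNA and -0.45 for mitochondrial tRNA. Without a filter it gave 0.00, -1.32 and -0.87 in the same order. The 0.00 for introns is the ratio given to a feature with no count in both libraries of that pair. Whether these 7 classes go beyond the chance variation of 1 pair of libraries cannot be told apart, since the pair was not repeated.

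For tRNA, whether the non-crosslinked input or the non-crosslinked IP was the unusual library stays open. The tRNA share of the non-crosslinked IP was 1.09 times the mean of the crosslinked inputs, and that of the non-crosslinked input 15.5 times that mean. Both values depended on the abundant tRNA-Asp-GTC, and without it they were 1.57 and 6.86. By anticodon, the non-crosslinked input was above the mean of the crosslinked inputs in 45 of 45 and the non-crosslinked IP in 31, with median folds of 6.48 and 1.84. tRNA-Asp-GTC was not the whole cause of the opposite direction. Without it, the tRNA share of the non-crosslinked IP was still 0.228 times that of its input, and 38 of the other 44 anticodons were lower in that IP than in its input. For mitochondrial tRNA as a class the share in the non-crosslinked IP was 1.09 times the mean of the crosslinked inputs. That in the non-crosslinked input was 1.85 times, a weaker excess than for tRNA. Both values include the abundant mitochondrial tRNA-Val-TAC, chosen after its values were seen. It had 311 ± 12 RPM (SD, n = 2) in crosslinked input, 60.6 in non-crosslinked input and 28.5 in non-crosslinked IP. The whole class held 0.0636% of annotated reads in crosslinked input, 0.117% in non-crosslinked input and 0.0692% in non-crosslinked IP. Mitochondrial tRNA-Val-TAC was thus a larger part of the class in crosslinked input, and both ratios would be higher without it. The shares were not recomputed without it, so the size of that excess is not given. A difference in how the non-crosslinked input was prepared and an effect of UV light on the recovery of tRNA from lysate were not tested. The crosslinked less non-crosslinked difference for tRNA rests on a single library on each non-crosslinked side.

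Reads without an annotation were outside the comparisons, and they made up 5.76% ± 0.32 of reads in crosslinked IP against 2.10% ± 0.17 in crosslinked input (SD, n = 2 each), which is what drew attention to them. The non-crosslinked pair showed the same direction, at 12.9% in IP. Lower depth of the IP libraries cannot be told apart from the pull-down as the source. The non-crosslinked input, which was shallower than the crosslinked IPs, held 4.07%, below the crosslinked IPs, but this is a single library. The sequences of these reads were not used here, so reads from another organism or from adapters could not be examined. No biological explanation was tested.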

How the results depend on the processing

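Every alternative fit named here that gave calls kept the direction of the calls it shared with the reported fit. Of the 7443 features called, 7433 were shared with the replicate block, 7331 with DESeq2 size factors, 7429 with all 6 libraries in the fit, 6020 without a filter and 3589 with DESeq2. DESeq2 gave an adjusted p for 16057 features and called 3590, 2291 higher and 1299 lower, so 63.8% of its calls were higher against 53.0%. The cause was not tested. A count minimum of 100 left 2237 features and gave 1666 calls, 844 higher and 822 lower, as fewer features were tested. Summed items gave 3445 calls, 1799 higher and 1646 lower, again over fewer tests. limma on log2(RPM + 1) gave 8045 calls, of which 46.9% were higher.

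The crosslinked IP and input share the replicate numbers 1 and 2, which the labels do not tie to a common lysate. Across features, the difference between replicates 1 and 2 in input had a correlation of 0.0382 with that in IP. A fit with the replicate number as a block gave 7901 calls, 4107 higher and 3794 lower. In the class test under the block 10 classes were higher and 4 lower. The block called snoRNA lower (camera adjusted p = 0.00339) and did not call lncRNA (camera adjusted p = 0.0529). No other class call changed under the block.

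The tRNA share ratio ranged from 3.42 to 3.89 across the fits that each left out one replicate and was 3.05 without rRNA in the total and 5.68 without tRNA-Asp-GTC, whose own log2 ratio was 0.61. The TE_LTR share ratio ranged from 0.917 to 0.978 across those fits and was 0.797 without rRNA in the total. It reversed to 3.56 without Gypsy1 and Copia, which made up most of the class in input. The tRNA median log2 ratio stayed above 0 throughout. It was 1.94 with pseudocount 10, 2.08 without a filter, 3.21 with a count minimum of 100, 2.84 over anticodons, and 2.41 to 2.54 leaving out one replicate. The TE_LTR median was 1.39 with pseudocount 10, 1.90 without a filter, 0.27 with a count minimum of 100, 0.86 over consensus sequences, and 2.14 to 2.40 leaving out one replicate. The LTR median thus depended on the count minimum and on the unit. Which elements remained at the higher minimum was not examined. Copia, at -1.24, and Gypsy1, at -0.36, held most of the class reads in input. Low depth of copies therefore cannot be told apart from a difference between elements.

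With an estimated correlation camera called 0 classes higher and 0 lower, with 3 at an unadjusted p under 0.05. The adjusted p was then 0.320 for tRNA and 0.357 for TE_LTR. Over the alternatives of the tRNA class test, all others stayed past the threshold. A count minimum of 100 left 13 classes and 6 higher calls. Of the 11 classes called higher in the reported fit, 4 were then tested without being called and 1 was not tested. Summed items gave 7 higher calls, and 3 of the 11 classes were tested without being called. The cause was not tested.

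Comparisons with the non-crosslinked libraries moved with most settings. Without crosslinking, the tRNA median was -0.99 with pseudocount 0.1, -0.78 with pseudocount 10, -1.32 without a filter, -1.23 with a count minimum of 100 and -0.61 when centred on the median. The TE_LTR median was then 1.76, 0.84, 0.00, 0.31 and 1.83 in the same order. The 0.00 without a filter is the ratio given to a feature with no count in both non-crosslinked libraries. The crosslinked less non-crosslinked ratio for tRNA was 4.24 with pseudocount 0.1, 3.50 with pseudocount 10, 4.17 without a filter, 3.66 when centred, and 3.93 to 4.09 leaving out one replicate. For TE_LTR it reversed to -0.28 with a count minimum of 100, was 0.17 when centred and ranged from 0.355 to 0.437 leaving out one replicate. The cause was not tested. Crosslinked over non-crosslinked IP gave tRNA medians of 0.94 with pseudocount 10, 1.69 without a filter, 0.75 with a count minimum of 100 and 0.85 when centred, and 0.979 to 0.999 leaving out one replicate. The TE_LTR values were 0.43 with pseudocount 10, 0.0733 with a count minimum of 100 and 0.32 when centred, and 0.475 to 0.608 leaving out one replicate.

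TE_DNA turned from -2.81 to 0.33 without a filter and 0.31 over summed items. Without crosslinking, exons turned to 0.0933 when centred and piRNA clusters to -0.0604 without a filter. The crosslinked less non-crosslinked ratio turned to 0.27 for exons without a filter, to -0.0699 for piRNA clusters when centred, and for TE_DNA to -0.13 with pseudocount 10, -0.75 when centred and -0.17 without crosslinked input replicate 1, where leaving out one replicate ranged up to 0.62. Crosslinked over non-crosslinked IP turned to -0.62 for exons with a count minimum of 100 and -0.25 when centred, to -0.11 for piRNA clusters with a count minimum of 100, and to -0.0115 for TE_DNA when centred. 7SK turned to -0.0053 without crosslinked input replicate 2, with 0.38 as the highest value leaving out one replicate. The cause was not tested in these. The 0.27 for exons without a filter was also the value of TE_DNA at that setting. Both classes then had a non-crosslinked median of 0, the ratio of features with no count in both non-crosslinked libraries. Among the remaining results for single classes and named items, 385 values were unchanged within their spread or kept their call, 134 moved, 3 were weaker and 3 stronger.

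The correlation with the authors' deposited table was 0.935 over features past the count minimum and 0.776 with the non-crosslinked ratio subtracted. The plan for normalized values, with its limma alternatives, was not followed, since counts were given. Only limma on log2(RPM + 1), foreseen for that case, was run. It covered the features past the count minimum, a use chosen after the data were seen. Groups have fewer than 3 samples, so other splits of the samples were not counted. Depth limits the non-crosslinked comparisons most, and arx was too shallow for a test.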

Other observations

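The tests in this part were chosen after the results were seen, except those on intronic lists, on introns and exons of the same gene, and on snoRNA. Scaling does not explain the rise of tRNA in crosslinked IP. The lowest tRNA median log2 ratio over TMM, DESeq2 size factors, no scaling and log2(RPM + 1) was 1.83. Reads shared between copies do not explain it either, since 44 anticodons were higher after summing. Not every short structured RNA was better recovered, as 85 of 233 snoRNA features were called lower, beside 77 called higher. The direction differed with the name. Features with Psi in their name had 58 lower and 7 higher, and those with Me had 8 lower and 45 higher. Better recovery of some short structured RNAs therefore stays open. Higher recovery of RNA polymerase III transcripts in general stays open. U6 was lower, at -1.01 ± 0.24 (SE), but its crosslinked inputs were spread, at 1751 ± 736 RPM against 901 ± 33 in crosslinked IP (SD, n = 2 each). 5S rRNA rose by 2.54, RNase MRP RNA by 1.63 and 7SL by 0.54, and 7SK was not called, at 0.18. U6 is a single transcript chosen after its values were seen, so it cannot decide the question. Recovery of tRNA on beads without crosslinking cannot be told apart, because the share in crosslinked IP, 3.33 times that without crosslinking, is set against a single non-crosslinked IP. snoRNA and snRNA had similar share ratios in that contrast, at 3.27 and 3.09, but their inputs differed too. The share in the non-crosslinked input was 0.167 times the mean of the crosslinked inputs for snoRNA and 0.238 times for snRNA. For tRNA it was 15.5 times that mean. The similar ratios between IPs thus cannot decide whether the contrast is specific to tRNA. A contact of Asterix with tRNA in cells stays a hypothesis.

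The LTR transposon signal had a different pattern. Its median stayed at or above 1.30 over the 4 scalings, and 43 consensus sequences were higher after summing. General recovery of unspliced or nuclear RNA was not the whole of it, as the median over consensus sequences lay at percentile 99.99 among 10000 intronic lists matched on abundance, which had a median of 0.54. Recovery that does not need crosslinking stays open and may account for much of it. LTR copies also had a median of 1.61 in the non-crosslinked pair, although that value was 0.31 with a count minimum of 100. Without a filter it was 0.00, as for introns, exons and TE_DNA. A feature with a count of 0 in both non-crosslinked libraries gets a ratio of 0, so the 0.00 does not measure recovery. The direction differed between elements. gypsy, mdg1, blood, DM297 and DM412 were higher, whereas Copia, at -1.24, DM1731, at -1.31, and BEL, at -0.99, were lower. These last 3 were chosen after their values were seen.

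Introns and exons of the same gene moved apart. In 89.7% of the 1581 genes with both tested, the introns had the higher log2 ratio, with a median difference of 0.97, so differences between genes do not account for it. Recovery that does not need crosslinking cannot be told apart from a 1-library comparison, in which introns had a median of -0.40. A preference for unspliced RNA in the nucleus is a hypothesis that was not tested further.

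The cluster piRNAdb-15 had a log2 ratio of 4.99 with crosslinking and 7.15 in the non-crosslinked pair, consistent with recovery that does not need crosslinking. Which RNA in that cluster gave the reads was not analysed here.

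snoRNA features with Psi in their name were lower as a group than those with Me in their name. The Psi set had a median of -0.75 over 103 features, with 58 called lower and 7 higher, and the Me set 0.60 over 71 features, with 45 higher and 8 lower. Abundance does not explain it, since the difference was at least 0.90 in size within each abundance tertile, the one closest to 0 being -0.90. In the non-crosslinked pair the medians were 0.20 and 2.21, so the order of both sets was the same there. A difference in the proteins bound to each set was not tested. The snRNAs also divided, with U1 at 2.24 and U2 at 1.75 against U4 at -1.30 and U5 at -1.33.

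Whether the highest values in the authors' deposited table rest on inputs near 0 cannot be told apart from enrichment. Of its top 100 features, 87 had under 1 read in a crosslinked input, against 12.3% of all features in it, but ranking by a ratio selects low inputs in either case. Of the same 100, 26 passed the count minimum, and all 26 were called higher. Its highest value, 633, belonged to a copy of ROVER-LTR_DM with 0.0385 and 0.0526 estimated reads in the crosslinked inputs. An exon of CG4955 had 5 and 10 reads in input and 855 and 685 in IP, with a value of 237 in the authors' deposited table.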
